A study of Mus musculus with 4 samples.

How the data were processed

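Testes of C57BL/6 mice at postnatal day 56 were used, per the labels' protocols, to prepare total RNA with Trizol, to deplete it of ribosomal RNA and to make directional libraries. The series' design text names an Illumina HiSeq X sequencer. The 4 libraries fell into 2 groups by the genotype in the labels, with 2 libraries labelled control and 2 labelled Ythdf2-vKO. The labels do not state whether each library came from a separate animal, and they name no batch.

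The authors deposited 1 table of 25265 genes with Ensembl mouse gene identifiers. It holds raw read counts per gene and library, per the file headers. It also holds, per the file headers, the authors' mean normalized count over the 4 libraries, a signal that is never negative and that stands for counts divided by size factors. The authors deposited a log2 fold change with its standard error for each gene, and the p-value and adjusted p-value of that comparison. The column names are those of DESeq2, per the file headers, with no version or settings. The aligner, the counting program, its use of strand and of reads with several matches, and the genome build are not stated. A reader of the table has to allow for the first header name, which contains a tab inside quotes. The columns were checked by recomputing the deposited mean normalized count from the counts by the median of ratios, and the largest relative difference was 4.9e-10. No gene had fewer than 10 counts over the 4 libraries, so genes below that are not analysed here. The authors gave an adjusted p-value for 16448 genes and left it empty for the others.

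In the symbol column, 26 gene symbols had become dates and were restored through their identifiers. After that, 11 symbols occurred more than once, and genes were joined by identifier throughout. Of the identifiers, 25241 were found in the GENCODE M21 annotation of mouse genome build GRCm38 and 24 were not. Coordinates, gene types and transcript sequences were taken from that annotation by identifier, and the build used by the authors may differ. GC content and length are those of the longest M21 transcript of a gene.

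The targeted gene Ythdf2 was not lower in the libraries labelled Ythdf2-vKO, so the groups are named by their labels throughout. Total counts were 24862518 and 29561182 in the control libraries and 26298245 and 26265700 in the libraries labelled vKO. To ask whether both replicates of a group were copies of the same library, their counts were compared, and they differed by more than sampling noise, with a chi-square per degree of freedom of 21.17 in the control group and 8.415 in the vKO group. No libraries were therefore merged, and n = 2 counts libraries. The comparison does not show that they came from separate animals. With 2 libraries per group, standard deviations are themselves imprecise. Reads carry no molecular identifiers, so floors given in counts cover counting error only.

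Differential expression was tested on the deposited counts with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM scaling, genes filtered by filterByExpr, a robust quasi-likelihood fit of genotype alone and a two-sided F test. P-values were adjusted by the Benjamini-Hochberg method over the 21132 genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. Fitted log2 fold changes used a prior count of 0.125. CPM are counts scaled to a common library size by TMM and given as mean ± SD over 2 libraries. A group whose libraries both lay at or under 3 counts was treated as being at the floor, and its fold was computed against 3 counts.

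The genes named in the text were set by a rule. It takes Ythdf2, then the 5 largest rises and the 5 largest falls among called genes whose groups do not overlap and whose mean over the 4 libraries is at least 1 CPM, then any called gene of the marker lists. The 13 lists cover spermatogonia, spermatocytes, round spermatids, elongating spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, macrophages, endothelial cells, erythrocytes, epididymis, the m6A pathway and the CCR4-NOT deadenylase. They hold 143 genes, of which 134 were tested. Lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, each adjusted over the 13 lists. The design, the naming rule, the lists and most alternatives were fixed before the data were examined. A list of rete testis and efferent duct genes was written after the group comparison was seen and before its own values were.

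The alternatives covered DESeq2 size factors, library totals alone, leaving the 20 most abundant genes out of the scaling, no filter beyond 1 count, at least 10 counts in every sample, a fit without robust estimation, a DESeq2 1.42.0 Wald test, stricter thresholds, a prior count of 2, the replicate number as a block, an offset for gene length, and leaving out each library in turn. An offset for GC content, and the fit without robust estimation for single genes and lists, were added after the data had been seen. Both offsets were smooth trends (spline with 5 degrees of freedom) of each library's log2 deviation from the mean.

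The procedure was tested on simulated counts for the same 21132 genes with 200 genes changed. The edgeR fit recovered 87% of the changed genes and 97% of the 4-fold changes, and 25 of its 199 calls were false. DESeq2 recovered 82.5%, with 15 false among 180 calls. With no gene changed, both made 0 calls. With the replicate number as a block, the edgeR fit made 211 calls of which 35 were false, and with no gene changed it made 2. With a GC trend added to one group, the edgeR fit made 1290 calls of which 1107 were false, and the GC offset brought this to 199 calls with 21 false. The added trend was much steeper than the one found in the data and was the same in both libraries of the group. These false calls therefore do not estimate the number in the data.

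Near-identical copies of the named genes were searched among the M21 transcripts with blastn 2.17.0, keeping matches of at least 95% identity over at least 200 nt. Tables and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.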

Results

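YTHDF2 is a cytoplasmic protein that binds RNA carrying N6-methyladenosine (m6A) and recruits the CCR4-NOT deadenylase, which shortens poly(A) tails. The series title describes mice with a germ cell-specific mutation of its gene, and the comparison addresses how the testis transcriptome of adult males differs with that genotype. Whole-testis RNA was sequenced after ribosomal RNA depletion at postnatal day 56, in 2 libraries labelled control and 2 labelled Ythdf2-vKO. Total gene counts were 24862518 and 29561182 in the control libraries and 26298245 and 26265700 in the libraries labelled vKO. The 10 most counted genes took between 2.25% and 2.5% of the counts of a library. Over 15655 genes, the Pearson correlation of log2 CPM across genes was 0.988 between the control libraries, 0.992 between the libraries labelled vKO, and 0.982 to 0.986 between groups. Genes are not independent replicates, so these values describe similarity only. The first principal component held 51.2% of the variance and separated the groups, and the second held 31.5% and separated mainly the control libraries from each other.

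The targeted gene was examined first. Ythdf2 (ENSMUSG00000040025) lies on the minus strand of chromosome 4, from 132184912 to 132212303 in GRCm38. Its counts were 1193 and 1604 in the control libraries and 1774 and 1807 in the libraries labelled vKO. This gave 52.3 ± 1.74 CPM in control and 66.6 ± 0.502 CPM in the libraries labelled vKO (SD, n = 2 each). The log2 fold change was 0.35 (SE 0.13), in the direction opposite to that of a loss of the transcript, with an adjusted p of 0.238 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It did not pass the threshold. Ythdf2 was named before the data were examined, and its unadjusted p in the same test was 0.016. The log2 fold change moved most under scaling by library totals alone, to 0.41. In the authors' deposited table its log2 fold change was 0.35 (SE 0.15), with an unadjusted p of 0.0208 and an adjusted p of 0.292. Counts over the whole gene do not show which exons the reads came from, and the deleted segment is not given in the labels. The pseudogenes Gm6823 and Gm8401 are 95.2% and 96.3% identical to Ythdf2 over 1840 and 1740 nt of its 4129 nt longest transcript, and neither was among the genes tested. Because the counts of the targeted gene go against the label, every direction below is that of the libraries labelled vKO relative to those labelled control.

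Of 21132 genes tested, 83 were called at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 59 higher and 24 lower in the libraries labelled vKO. At an unadjusted p under 0.05 there were 2984 genes. The common biological coefficient of variation was 13.5%. The groups did not overlap in any of the 83 genes, against 45.2% of all genes tested and 33.3% expected by chance with 2 libraries against 2. A call with 2 libraries per group nearly requires such separation, so the value for the 83 is no test of the calls. Protein-coding genes made up 74 of the 83. The median log2 fold change was 1.12 among the genes called higher and -1.15 among those called lower, and 38 higher and 16 lower genes had an absolute log2 fold change of at least 1.

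The split between directions depended on the scaling. Higher genes were 71.1% of the calls with TMM, 83% with library totals alone (181 higher, 37 lower) and 54.5% with a GC offset (79 higher, 66 lower). Library totals alone also moved the median log2 fold change of all genes from 0.00265 to 0.0674. The GC offset was chosen after seeing the data. It kept 56 of the 59 higher calls and all 24 lower calls. In the authors' deposited table, 217 genes had an adjusted p under 0.05, 137 higher and 80 lower in the libraries labelled vKO. Of the 83 edgeR calls, 53 higher and 23 lower were among them, and the authors' deposited table gave no adjusted p for the other 7. A DESeq2 Wald test computed from the deposited counts called the same 217 genes as the authors' deposited table, and its log2 fold changes differed from the deposited ones by at most 3.7e-08.

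GC content differed between the libraries beyond the groups. Across 15650 genes, the Spearman correlation of a library's deviation from the 4-library mean with transcript GC content was 0.0283 and -0.435 in the control libraries and 0.275 and 0.218 in the libraries labelled vKO. The log2 fold change correlated with GC content at 0.318, and at -0.018 after the GC offset. Genes called higher had a median GC content of 56.1% and genes called lower of 45.8%, against 48.9% for all genes tested. The correlation of the log2 fold change with transcript length was 0.101.

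**Figure D1:**
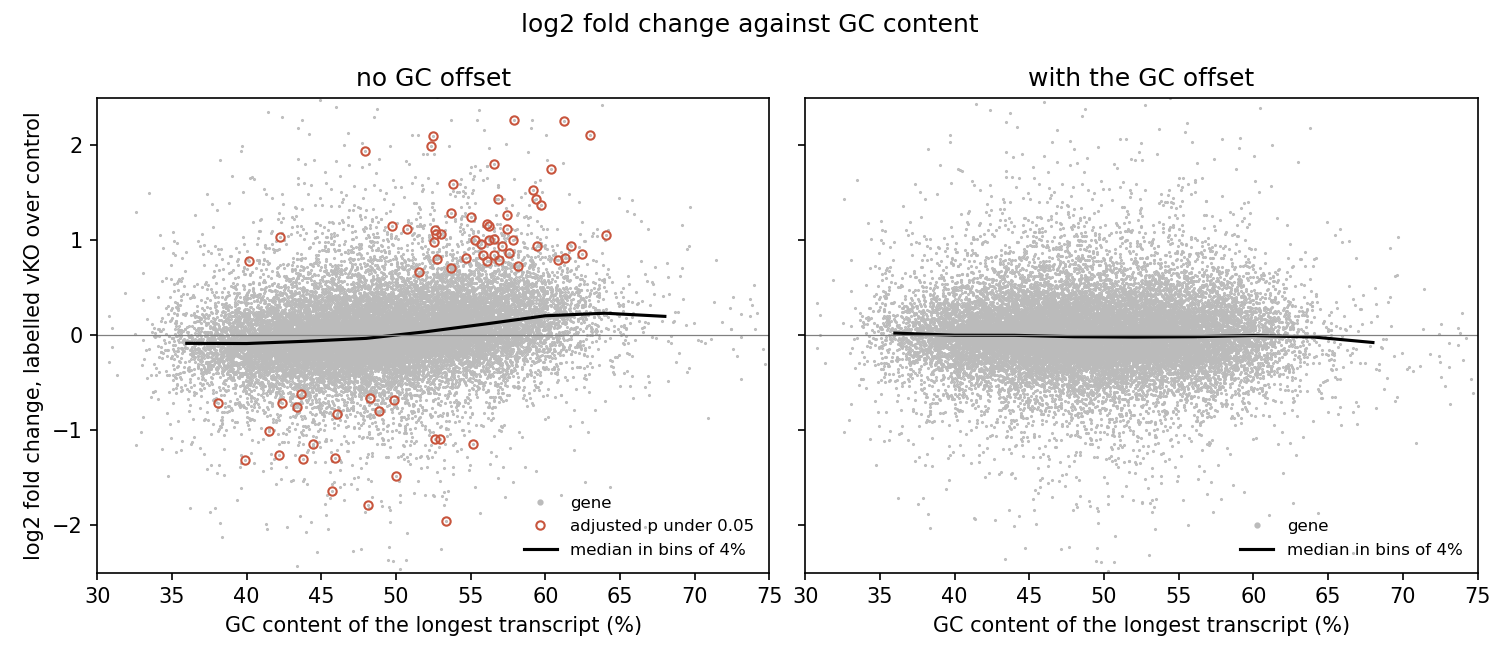
The log2 fold change of each tested gene (vertical axis, libraries labelled vKO over control) is plotted against the GC content of its longest transcript in percent (horizontal axis), without and with the GC offset, as grey points with the median in bins of 4% GC as a black line and, without the offset, the genes at an adjusted p under 0.05 as circles. Without the offset the binned median rises from -0.0848 at 34 to 38% GC to 0.233 at 62 to 66%, and 43 of 21116 genes lie outside the axes in at least 1 panel.

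The 5 largest rises under the naming rule began from low counts in control. Mpzl2 (ENSMUSG00000032092, chromosome 9, 45039799 to 45054015) had 2 and 12 counts in control and 126 and 125 in the libraries labelled vKO, or 0.243 ± 0.223 against 4.67 ± 0.0523 CPM (SD, n = 2). Its log2 fold change was 4.15 (SE 0.46, adjusted p 0.00262). Gm48840 overlaps Mpzl2 on the opposite strand, and the counting's use of strand is not stated. Counts of Gm48840 were 49 and 103 in control and 84 and 78 in the libraries labelled vKO. Wnt4 (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726) went from 0.121 ± 0.111 to 2.08 ± 0.222 CPM, a log2 fold change of 3.96 (SE 0.58, adjusted p 0.0171). Wnt4 lies within 20 Mb of Ythdf2, and variants carried along with the targeted allele are undecided for it. Slc26a9 (ENSMUSG00000042268, chromosome 1, 131744022 to 131771504) went from 0.157 ± 0.0805 to 1.84 ± 0.826 CPM, with counts of 65 and 34 in the libraries labelled vKO and a log2 fold change of 3.56 (SE 0.60, adjusted p 0.0264). Robo4 (ENSMUSG00000032125, chromosome 9, 37401897 to 37415115) went from 0.462 ± 0.29 to 3.63 ± 0.204 CPM, a log2 fold change of 2.91 (SE 0.41, adjusted p 0.0166). Ryr2 (ENSMUSG00000021313, chromosome 13, 11553102 to 12106945) went from 0.262 ± 0.00714 to 1.9 ± 0.0955 CPM, a log2 fold change of 2.83 (SE 0.47, adjusted p 0.0264). The M21 genes Gm47494 and Gm47493 overlap Ryr2 on its strand and Gm26956 on the other, and none of these was tested. Leaving out control replicate 2 raised the log2 fold change of Mpzl2 to 5.69, that of Wnt4 to 5.46 and that of Robo4 to 3.80, since control replicate 1 held 2, 1 and 6 counts of these genes. Leaving out control replicate 1 instead lowered them to 3.52, 3.34 and 2.43. The authors' deposited table gave no adjusted p for Wnt4, Slc26a9 and Ryr2.

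Among the falls, A530064D06Rik (ENSMUSG00000043939, minus strand of chromosome 17, 48149126 to 48167275, protein-coding) had 177 and 206 counts in control and 2 and 1 in the libraries labelled vKO. Both of the latter lie under the floor of 3 counts, and against that floor the gene was at least 64.7-fold lower (control 7.22 ± 0.496 CPM, n = 2), with an adjusted p of 1.66e-05. Its paralog B430306N03Rik is 95.8% identical over 599 nt of the 4337 nt transcript, and had 289 and 356 counts in control and 323 and 316 in the libraries labelled vKO. Gm31532 (ENSMUSG00000107430, plus strand of chromosome 17, 53699706 to 53700472) is annotated as a processed pseudogene. It had 250 and 262 counts in control and 17 and 16 in the libraries labelled vKO, or 9.72 ± 1.39 against 0.614 ± 0.0297 CPM, a log2 fold change of -3.97 (SE 0.28, adjusted p 3.49e-05). Over its whole 767 nt it is 99.1% identical to Pp2d1 (chromosome 17, 53507460 to 53539451). How the counting divided reads between the pair is not stated, so the value for Gm31532 is uncertain. Pp2d1 itself had 73.5 and 72.8 CPM in control and 87.3 and 81.9 CPM in the libraries labelled vKO, a log2 fold change of 0.21 at an unadjusted p of 0.113.

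The remaining named genes changed by smaller amounts. Fcmr (ENSMUSG00000042474, chromosome 1, 130865669 to 130880791) fell from 2.89 ± 0.0827 to 0.744 ± 0.206 CPM, a log2 fold change of -1.95 (SE 0.37, adjusted p 0.043). Kl (ENSMUSG00000058488, chromosome 5, 150952607 to 150993817) fell from 2.98 ± 0.204 to 0.856 ± 0.11 CPM, a log2 fold change of -1.79 (SE 0.35, adjusted p 0.0492). With DESeq2 size factors its adjusted p was 0.0504, so that it was no longer called. Kcnc2 (ENSMUSG00000035681, chromosome 10, 112271121 to 112467024) fell from 5.14 ± 0.476 to 1.64 ± 0.483 CPM, a log2 fold change of -1.64 (SE 0.29, adjusted p 0.0323). Wt1 (ENSMUSG00000016458, chromosome 2, 105126529 to 105173616), a gene of the Sertoli list, rose from 32.0 ± 1.1 to 52.5 ± 2.45 CPM, a log2 fold change of 0.71 (SE 0.13, adjusted p 0.0418). In an edgeR fit without robust estimation, read for single genes only after the data had been seen, Fcmr, Kl and Wt1 were no longer called, at adjusted p values of 0.0502, 0.0539 and 0.0501. Over the alternatives that gave an adjusted p, it ranged from 0.00189 to 0.0502 for Fcmr, from 0.00278 to 0.0539 for Kl and from 0.000544 to 0.0501 for Wt1.

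**Figure D2:**
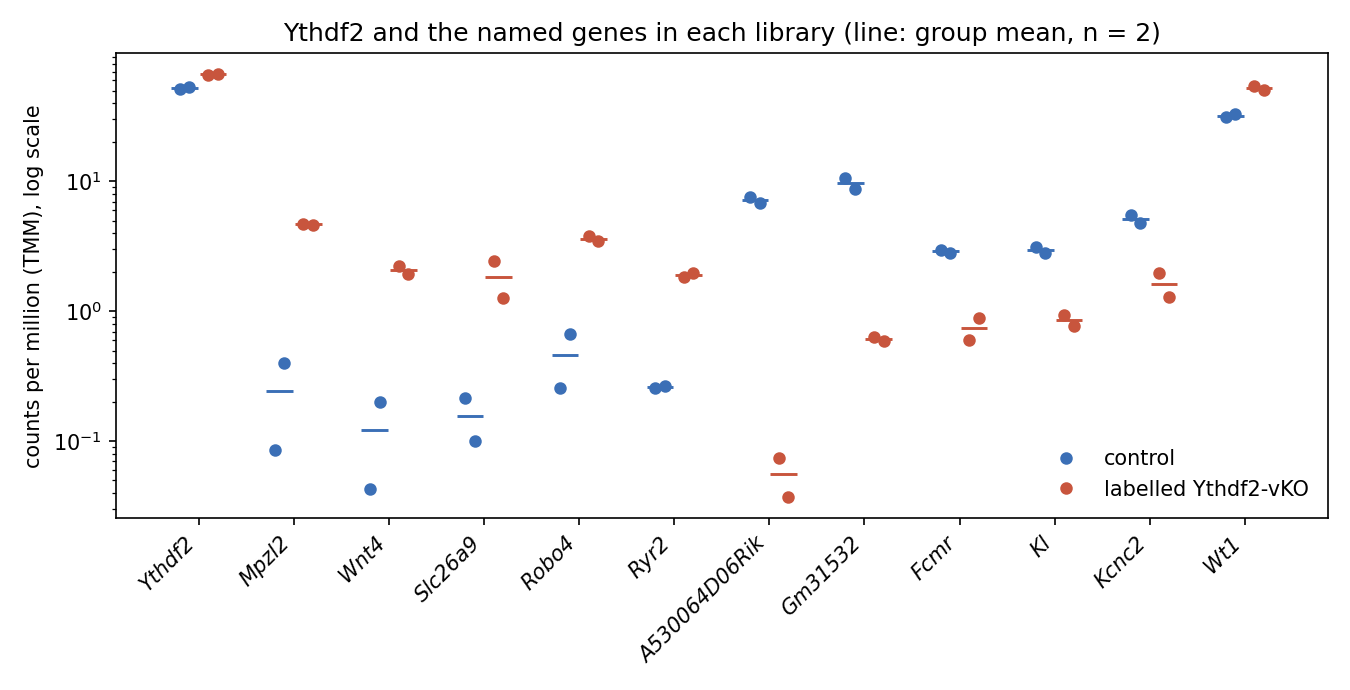
TMM-scaled CPM on a log axis are shown for Ythdf2 and the 11 other named genes, with 1 point per library, control and labelled vKO side by side, and a line at each group mean (n = 2). Ythdf2 lies at 51.0 and 53.5 CPM in control and at 66.3 and 67.0 CPM in the libraries labelled vKO, and both points of A530064D06Rik labelled vKO are 2 and 1 counts.

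Lists of marker genes were compared to ask whether cell types or RNA-methylation factors differed between the genotypes as sets. By camera at a preset correlation, 7 of the 13 lists passed an adjusted p of 0.05. Sertoli cell genes were higher in the libraries labelled vKO, with a median log2 fold change of 0.44 (11 of 11 genes higher, adjusted p 7.24e-07). Adjusted over the list alone, 8 of the 11 passed, against 1 over all genes tested. Elongating spermatid genes were lower, with a median of -0.29 (2 of 13 higher, adjusted p 0.000271), and adjusted over the list alone 4 passed against 0 over all genes, with 7 at an unadjusted p under 0.05. Without control replicate 1 this median was -0.16. Medians were also positive for Leydig cells (0.38, 7 of 8 higher, adjusted p 0.0026), erythrocytes (0.76, 4 of 4, adjusted p 0.00582), spermatogonia (0.28, 13 of 13, adjusted p 0.0122) and endothelial cells (0.43, 5 of 7, adjusted p 0.0446). Adjusted over the list alone, 3, 2, 0 and 2 of these genes passed in turn, and 4 spermatogonia genes had an unadjusted p under 0.05. Without replicate 1 of the libraries labelled vKO the erythrocyte median was 0.41, and the spermatogonia median was 0.15 with the GC offset. Spermatocyte genes were lower (-0.16, 4 of 18 higher, adjusted p 0.0283; none passed over the list alone and 3 had an unadjusted p under 0.05), with a median of -0.09 without control replicate 2. The endothelial and spermatocyte calls were lost with library totals alone and with the GC offset, and the endothelial call also with the gene length offset.

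None of these 7 lists passed under fry, where the smallest adjusted p among them was 0.17. None passed by camera with an estimated correlation, where the smallest adjusted p over the 13 lists was 0.499. With 4 libraries, camera in that mode has too few residual degrees of freedom to pass a list easily. Its failure therefore does not decide whether the calls hold. Fry passed only the epididymis list, of which 2 of 8 genes were tested (median -0.44, adjusted p 0.00332). Lists that did not pass by camera were epididymis (adjusted p 0.176), round spermatids (median 0.04, adjusted p 0.729), peritubular myoid cells (-0.05, adjusted p 0.747), macrophages (0.07, adjusted p 0.314), the m6A pathway (0.09, 14 of 19 higher, adjusted p 0.314) and the CCR4-NOT deadenylase (-0.05, 3 of 11 higher, adjusted p 0.534). Adjusted over the list alone, 1 CCR4-NOT gene passed and 0 passed in each of the other 5 lists. An unadjusted p under 0.05 was found for 3 CCR4-NOT genes, for 0 round spermatid genes and for 1 gene in each of the other 4. The 3 CCR4-NOT genes, named after their values were seen, went both ways, with log2 fold changes of -0.40 for Cnot1 (the gene that passed over the list alone), 0.46 for Cnot3 and 0.35 for Cnot11. Control replicate 1 weighed heavily on 2 of them. Its median deviation was -0.84 for macrophages and -0.37 for myoid cells, against 0.37 and 0.27 in control replicate 2. Without control replicate 1 the macrophage median was -0.22, and without control replicate 2 it was 0.98 and the myoid median 0.48. The m6A pathway median was -0.01 without control replicate 2. The CCR4-NOT median was positive with library totals alone (0.02) and with the GC offset (0.04), and -0.10 without replicate 2 of the libraries labelled vKO. The round spermatid median was -0.02 with the GC offset and -0.06 without control replicate 1.

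**Figure D3:**
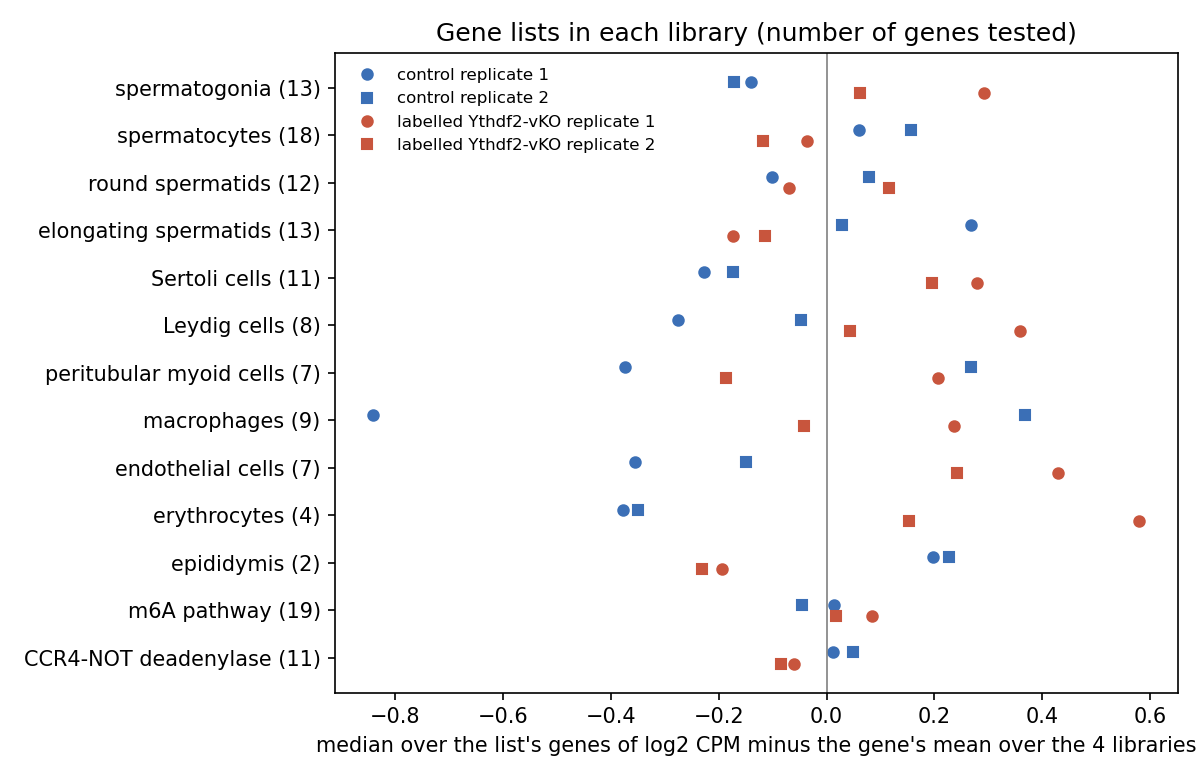
For each of the 13 lists, the horizontal axis gives the median over its tested genes (their number in parentheses) of log2 CPM minus the gene's mean over the 4 libraries, with 1 point per library, circles for replicate 1 and squares for replicate 2. The libraries labelled vKO lie at 0.28 and 0.19 and the control libraries at -0.23 and -0.17 for the Sertoli list, while the groups overlap for macrophages, myoid cells and round spermatids.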

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

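The numbers of calls changed more than their directions. With library totals alone, 181 genes were higher and 37 lower in the libraries labelled vKO, and these held all 83 main calls. A DESeq2 Wald test gave 137 and 80, sharing 76 with the 83. The GC offset, added after the data had been seen, gave 79 and 66 and shared 80. A fit without robust estimation gave 50 and 15. A threshold on the log2 fold change of 1 left 38 higher and 16 lower, and an adjusted p under 0.01 left 8 and 2. No gene called in both was called in opposite directions. Scaling with DESeq2 size factors, leaving out the 20 most abundant genes, no filter, at least 10 counts in every sample and the gene length offset kept both counts within 1.5 times. Stricter thresholds pass fewer genes by construction, and for the other changes the cause was not tested.

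The replicate numbers are shared by the groups, but the labels do not say what they mark. Across genes the deviations of same-numbered libraries correlated at 0.139 over only 2 pairs, so the numbers were not taken to pair the samples. With the replicate block, 627 genes were higher and 390 lower. With the gene length offset and the replicate block there were 247 and 224, and with the GC offset and the replicate block 257 and 307. All 83 calls were among those of each of these paired fits. On simulated independent libraries the replicate block gave 211 calls, 35 of them false, against 199 without it. A block on unpaired libraries thus brought no comparable rise in that simulation. Its noise was independent between genes, whereas the real libraries carried trends shared by many genes. The simulation therefore cannot decide what raised the calls here. In the same order, higher genes were 61.7%, 52.4% and 45.6% of the calls in the paired fits. Without the block the shares were 71.1%, 67% and 54.5%, so the block lowered the share in each case. With and without the block, the share was lowest with the GC offset. In the fit with the GC offset and the replicate block, Ythdf2 passed the threshold (log2 fold change 0.39, adjusted p 0.0452), as did the m6A pathway list (median 0.12, adjusted p 0.045), and the medians of round spermatids (-0.0227) and CCR4-NOT (0.04) changed sign. In the same fit the spermatocyte (-0.0926) and endothelial (0.37) lists did not pass. The cause was not tested.

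Ythdf2 was not lower in the libraries labelled vKO under any of its 17 alternatives. Its log2 fold change ran from 0.30 to 0.41 and its adjusted p from 0.0452 to 0.292. It ran from 0.31 to 0.39 across the 4 fits that each left out one library. These fits leave 1 library in a group, so no calls were made from them.

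The Sertoli, elongating spermatid, Leydig, erythrocyte and spermatogonia lists kept their direction and, by camera at the preset correlation, stayed past the threshold under each alternative scaling, filter, offset, block and test. None of them passed with an estimated correlation (smallest adjusted p 0.499), a test with too few degrees of freedom in 4 libraries to decide. At the preset correlation their highest adjusted p values were 2.1e-06, 0.0029, 0.0197, 0.0197 and 0.039. The spermatocyte list lost its call with library totals alone (-0.10) and with the GC offset (-0.0908), and its adjusted p ranged from 0.00788 to 0.0897. The endothelial list lost its call with library totals alone (0.51), the gene length offset (0.40) and the GC offset (0.36), with adjusted p from 0.0158 to 0.0621. With library totals alone the myoid median went from -0.047 to 0.0045 and the CCR4-NOT median from -0.047 to 0.018. That scaling also moved the median of all genes from 0.00265 to 0.0674, so these 2 sign changes are not specific to the lists. With the GC offset the round spermatid median became -0.016 and the CCR4-NOT median 0.043. The cause of the other changes was not tested.

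Across the 4 fits that each left out one library, list medians ranged as follows. Sertoli ran from 0.43 to 0.51, elongating spermatids from -0.40 to -0.16, Leydig from 0.28 to 0.50 and spermatogonia from 0.21 to 0.42. Spermatocytes ran from -0.24 to -0.087, endothelial cells from 0.47 to 0.63, erythrocytes from 0.41 to 1.07 and epididymis from -0.46 to -0.42. Round spermatids ran from -0.061 to 0.14, myoid cells from -0.26 to 0.48, macrophages from -0.22 to 0.98, the m6A pathway from -0.013 to 0.13 and CCR4-NOT from -0.096 to -0.036.

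For the 11 named genes other than Ythdf2, an adjusted p was available in 134 alternatives, and in 130 of these the direction and the side of the threshold were those reported. The exceptions were Kl with DESeq2 size factors, and Fcmr, Kl and Wt1 in the fit without robust estimation. That fit was planned for the numbers of calls and added for single genes and lists after the data had been seen. DESeq2 gave no adjusted p for the other 3, Wnt4, Slc26a9 and Ryr2, so their calls were not tested there. The prior count of 2 changed the fitted fold changes only, and each of the 11 genes kept its adjusted p. Those agreements among the 130 were fixed in advance. The filter of at least 10 counts in every sample left out Mpzl2, Wnt4, Slc26a9, Robo4, Ryr2 and A530064D06Rik. Their calls were therefore not tested under that filter, and the tally holds no value for it. Of 44 values that left out a library, 37 moved by less than 1 SD and 7 by more, and 0 changed sign. Depth limits the low genes most. Slc26a9 and Wnt4 had at most 6 counts in a control library, and the fitted fold change of A530064D06Rik moved from -6.90 to -5.80 with a prior count of 2.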

Other observations

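The exchange of libraries, the GC and length offsets, the rete testis list and the position of genes near Ythdf2 were tests written before their results were seen. The swap of both labels, the comparisons between lists, the share of higher calls, the sum with Pp2d1 and the genes between the 2 chromosome 17 loci were tests chosen only after the result was seen.

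Ythdf2 counts were not lower in the libraries labelled vKO, although the series title describes a mutation of that gene. An exchange of 1 library of each group is argued against, since splits that mix the labels called at most 5 genes and the split by label called 83. A swap of the 2 group labels cannot be told apart from the labels as given. Ythdf2 CPM in the libraries labelled control was 78.5% of that in the libraries labelled vKO, which is not the large loss a swap would predict, but a deletion of a few exons may leave the count of the whole gene high in either case. Counts per exon would decide, and they were not analysed here.

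More genes were called higher than lower. Several technical causes were weighed. A GC content trend as the whole cause of the higher calls is argued against, since 56 of the 59 stayed with the GC offset. For the excess of higher over lower calls, GC content bias cannot be told apart. With the offset 54.5% of the calls were higher, against 71.1% without it. The 80 calls that were kept were 70% higher, but nearly all of the 83 were kept, so this only restates the share without the offset. The share fell because 65 calls were added, 23 higher and 42 lower. Control replicate 2 departs furthest from the other libraries in its GC trend, so the trend does not follow genotype alone. Gene length is argued against as the whole cause, with 57 of the 59 kept. Rete testis or efferent duct tissue in the libraries labelled vKO cannot be told apart. Of its 12 listed genes 7 were tested, 0 of the 12 are in another list, and their median log2 fold change was -0.146, with 2 genes higher and 5 lower. The most abundant were Epcam, at 28.9 and 34.7 CPM in control and 30.4 and 30.9 in the libraries labelled vKO, and Krt8, at 13.56 and 11.97 against 8.78 and 8.49. Krt8 had the smallest unadjusted p of the 7 in edgeR's quasi-likelihood test, 0.00753, at a log2 fold change of -0.56. The 2 that were higher, Cldn4 (log2 fold change 1.58, unadjusted p 0.0303) and Krt19 (0.85, unadjusted p 0.178), lay under 1 CPM in every library. Members that go both ways, some with a high level in control, leave a small share of such tissue open.

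The cell-type lists leave a hypothesis open. Sertoli, Leydig and endothelial lists were higher, and spermatocyte and elongating spermatid lists lower, which might reflect a smaller share of germ cells. Other lists did not clearly follow. Round spermatids had a median of 0.04 with 8 of 12 genes higher and overlapping groups, while elongating spermatids had -0.29. The macrophage (0.07, 8 of 9 genes higher) and myoid (-0.05, 3 of 7 higher) medians were near 0 with overlapping groups. With 1 library left out they ran from -0.22 to 0.98 and from -0.26 to 0.48, so neither list decides. A smaller share would raise every somatic list alike. The Sertoli list rose more than the myoid list by 0.374, but the SD of that difference within groups was 0.332 and the groups overlapped, so a smaller share of germ cells cannot be told apart from a change within some somatic types. A loss of germ cells of all stages alike is argued against, because the spermatogonia and spermatocyte lists moved apart by 0.517 with an SD of 0.0982. With the GC offset the difference was smaller, 0.399 with an SD of 0.0707, and the fitted medians were 0.15 and -0.09, of which the spermatocyte list no longer passed by camera. Some spermatogonia genes, such as Kit and Dmrt1, are also transcribed in somatic cells, which weakens that reading. A biological change with the genotype remains open and untested, and fry passed none of these lists.

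A530064D06Rik and Gm31532, both on chromosome 17, were nearly absent from both libraries labelled vKO. So was Sox14 on chromosome 9, a called gene that the naming rule left out for its mean of 0.583 CPM and that was chosen after its values were seen. It had 31 and 29 counts in control and 0 and 1 in the libraries labelled vKO, at least 10.3-fold lower against the floor, with an adjusted p of 0.0261. Variants linked to the targeted allele are argued against for the chromosome 17 genes, since 0 of the 2 lie on chromosome 4, where Ythdf2 is. A segment of chromosome 17 from another strain remains possible for these 2, and would not reach Sox14. It predicts other changes between the 2 genes, and 0 of 29 genes tested there were called, with 4 at an unadjusted p under 0.05. It cannot be told apart, because few genes lie there and the table holds no sequence variants. For Gm31532, reads may have been assigned to the near-identical Pp2d1 instead. The summed CPM of the pair was 84.2 and 81.6 in control and 88.0 and 82.5 in the libraries labelled vKO, a log2 ratio of 0.04. A fall of Gm31532 alone would give -0.168, and the SE of the Pp2d1 log2 fold change was 0.12, so the pair cannot be told apart at this precision. An effect of the genotype on any of the 3 genes is open and untested.

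Calls near Ythdf2 could mark variants carried along with the targeted allele. Within 20 Mb of Ythdf2, 3 of 597 tested genes were called (0.503%), against 80 of 20535 elsewhere (0.39%), with a two-sided p of 0.51 in Fisher's exact test. The 3 genes were Wnt4, Padi2 and Zfp362. So few calls leave linked variants for these 3 genes undecided, and the explanation cannot be told apart.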
